A study of Mus musculus with 12 samples. Its data were reported in "Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis" (2020).

How the data were processed

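Messenger RNA was sequenced from 3 mouse T-ALL lines, named 240, 242 and 352, that carry Akt2 and Dlx5 transgenes. Each line was measured as a control, placebo-treated according to the study, and after PKF118-310, a small molecule that blocks the binding of β-catenin to Tcf proteins. Per the labels, poly(A) RNA was selected with beads, fragmented and made into stranded libraries. The 12 deposited files hold raw counts per gene for the 6 libraries, with 1 file per library and sequencing lane. The submitters' processing notes name HISAT2, HTSeq, edgeR and the mm10 genome build. The methods of the study name TopHat as the aligner instead. Versions and the gene annotation are not given in the sources used here. The counts deposited by the authors carry no normalization.

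Every file listed the same 52535 gene symbols, of which 48108 matched a symbol in GENCODE vM21. Gene positions are those of the files, in mm10, with starts shifted to count from 1. The labels describe the 2 files of a library as 1 library run in 2 lanes, so lane counts were summed and the sample size is 3 libraries per group. A description of the study's heatmaps speaks instead of separate controls and separately treated cultures of each line. The labels were followed. Before summing, the lanes were compared with a chi-square test over genes with at least 10 counts. Each line stands for a different animal, so control and treated library of a line were treated as a pair. Libraries of 1 line deviated together from the group means, with correlations across genes of 0.67 for line 240, 0.30 for line 242 and 0.79 for line 352. The p-values measure the spread between these 3 lines, each with 1 library per group.

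Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and the treatment was tested with the quasi-likelihood F test with the cell line as a block. The 10331 genes kept held 99.0% of all counts. Benjamini-Hochberg adjusted p below 0.05 was the threshold. Log2 fold changes are PKF118-310 over control with a standard error derived from the fold change and its F statistic. Within each line, the log2 ratio of TMM-scaled CPM was computed with a prior count of 2 and no test, since a line has 1 library per group. The 3 lines were compared with each other in the same model. Gene groups came from 28 lists fixed before the data were examined. Each was tested with camera (limma 3.58.1) at a preset correlation of 0.01, with camera at an estimated correlation and with fry, 2-sided and adjusted over the lists with at least 2 tested genes. A list median within 1 line was placed among 10000 random lists matched on mean expression.

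Genes were named by a rule fixed in advance. Its first part took up to 12 genes per direction past the threshold, moving the same way in all 3 lines and averaging at least 5 CPM, and it passed over predicted genes and pseudogenes. The second part took up to 4 genes with the smallest p from each list. The third part took every gene that the study singled out, with Ctnnb1, Dlx5 and Akt2. The first part found 0 genes in the fit of 3 lines. It was therefore applied to the fit without line 242, a step chosen after the values were seen. Some genes that the rule took are not reported here.

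Depth differed between libraries. Summed counts ran from 604984 (line 242, treated) to 13766638 (line 352, treated), and 3 counts, the limit that a count of 0 allows, correspond to 4.96 CPM in the first and 0.218 CPM in the second. Intervals on shares are 95% Wilson intervals and, like these limits, cover counting error only. The scripts were tested on simulated counts with the libraries' own means and depths and 200 changed genes. Over the 10331 genes of the 3-line fit, 48% of the 2-fold changes and 96% of the 4-fold changes were recovered, with 6 false calls. Over the 11760 genes of the fit without line 242, 89% and 100% were recovered, with 3 false calls. These shares describe the simulated counts only. In the measured 3-line fit Slc7a11, at a log2 fold change of 3.80, did not pass (edgeR quasi-likelihood adjusted p = 0.614). A gene that did not pass in that fit may therefore still have changed 4-fold or more.

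The alternatives were no block, DESeq2 size factors or library totals for scaling, DESeq2 1.42.0, edgeR's likelihood ratio test, no filter or a stricter one, each lane alone, lanes as separate samples, and each line left out in turn. After the data were seen, limma voom with sample weights, halved counts for line 352 and further fits of lines 240 and 352 alone were added. Genes with near-identical copies elsewhere in the genome, among them mitochondrial genes with nuclear copies, are uncertain, because it is not stated how reads with several matches were counted.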

Results

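The data are gene counts from 3 T-ALL lines of mice with T-cell expression of Dlx5, a homeobox gene, and of an activated Akt2 kinase. Each line was sequenced once as a control and once after the β-catenin/Tcf inhibitor PKF118-310, so each group holds 3 libraries. Total counts were 4031144 and 3160824 for control and treated cells of line 240, 3354980 and 604984 for line 242, and 13221186 and 13766638 for line 352. Between the 2 lanes of a library, chi-square per degree of freedom over all genes compared ran from 0.98 to 1.02 in lines 240 and 242, against 9.33 between the control and treated libraries of line 240, and the lanes were counted as 1 sample. Over the 760 genes with over 1000 counts in the control of line 240 it was 1.19, above sampling noise. In line 352 the ratio was 2.01 in the control and 2.05 in the treated library, against 32.9 between its control and treated libraries, and its lanes were summed as well.

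Transcripts of the transgenes' genes were present in every library. Dlx5 (chromosome 6, 6877805 to 6882085) averaged 691 CPM in controls (SD 623, n = 3) and 593 CPM in treated cells (SD 437, n = 3). It differed between lines (edgeR adjusted p = 0.0268), with 1410 CPM in the control of line 352 and 304 CPM in that of line 242. Akt2 also differed between lines (adjusted p = 0.0251), at 751 CPM in the control of line 240 and 183 CPM in that of line 352. Their log2 fold changes after PKF118-310 were -0.10 ± 0.19 for Dlx5 and -0.19 ± 0.17 for Akt2 (SE, n = 3 lines), with adjusted p of 0.956 and 0.854. In all, 550 of 10331 genes differed between the 3 lines. That count was 5257 without line 242, 865 without line 240 and 209 without line 352.

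The main question was which genes follow the inhibitor. Genes of cholesterol synthesis were lower in PKF118-310-treated cells, and targets of p53 and of NRF2, the regulator of the antioxidant response, were higher. All 3 lists passed camera's test at the preset correlation, and none did with an estimated correlation (adjusted p = 0.198, 0.364 and 0.198 in that order). The second setting rests on 2 residual degrees of freedom, or 1 in lines 240 and 352 alone. For the fatty acid synthesis list, camera's unadjusted p was 1.57e-07 at the preset correlation of 0.01 and 0.0304 at the estimated one, although that was lower (-0.061). Not passing with an estimated correlation therefore cannot be laid to correlation between genes alone. The median log2 fold change was -0.75 over 21 cholesterol synthesis genes, 1.07 over 18 p53 targets and 0.86 over 16 NRF2 targets. In each line the median of each of these 3 lists lay beyond those of all 10000 random lists, which do not carry the correlation between genes of a pathway. For single genes, the fit of 3 lines placed none past the threshold, 0 higher and 0 lower. The edgeR quasi-likelihood test gave 570 genes at an unadjusted p below 0.05, 257 higher and 313 lower, where chance gives 516.6, and the smallest adjusted p was 0.614. DESeq2 gave 35 genes higher and 10 lower, and edgeR's likelihood ratio test 56 and 29. Without the cell line as a block, the test also gave 0 and 0, with 159 genes at an unadjusted p below 0.05.

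The count of 0 did not hold without line 242, nor with some other tests of all 3 lines. With lines 240 and 352 alone, the same edgeR test found 589 genes higher and 696 lower among 11760 (n = 2 lines). Halving the counts of line 352, whose lanes differed by more than sampling noise, left 283 and 352, DESeq2 gave 113 and 155, and without the line block the counts were 0 and 0. Without line 240 there were 7 genes higher and 0 lower, and without line 352 there were 3 and 0. In 3-line data with sample weights (limma voom), 327 genes were higher and 474 lower. These weights were low for line 242, at 0.37 (control) and 0.40 (treated), against 1.42 to 1.79 for the libraries of lines 240 and 352. The within-line changes of lines 240 and 352 correlated across genes (Pearson r = 0.48, Spearman rho = 0.51). For line 242, r was 0.09 with line 240 and 0.07 with line 352, and rho was -0.08 and 0.03. Genes are not independent replicates, so these values describe the libraries only. The treated library of line 242 had the fewest counts of all, and 11.8% of them (95% interval 11.76 to 11.92%) came from mitochondrially encoded genes, against 2.94% in its control.

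**Figure D1:**
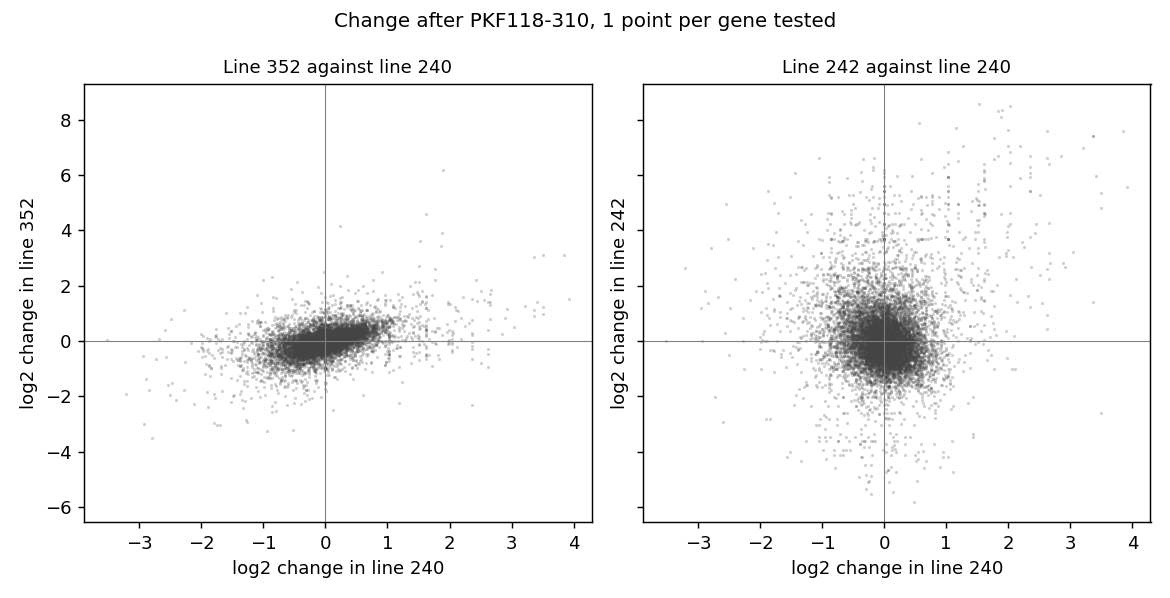
Log2 change after PKF118-310 for each of the 10331 genes tested, with line 240 on the horizontal axes and line 352 (left) or line 242 (right) on the vertical axes. The SD over genes was 0.51 in line 240, 0.47 in line 352 and 1.33 in line 242, and the correlation seen on the left (0.48) is nearly absent on the right (0.09). With all libraries thinned to the smallest total, the SD was 0.54, 0.57 and 0.96 in the same order of lines.

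Cholesterol synthesis genes fell as a group, and 20 of 21 were lower in all 3 lines. The list had a camera adjusted p of 1.75e-26, and 13 of its genes passed when p was adjusted over the list alone. With an estimated correlation its adjusted p = 0.198, and fry gave 0.0892. Lss (lanosterol synthase; chromosome 10, 76531588 to 76557138) averaged 110 CPM in controls (SD 37.1) and 46.9 CPM after treatment (SD 20.4, n = 3 each), a log2 fold change of -1.26 ± 0.15 (SE, n = 3 lines; adjusted p = 0.631). For Hmgcs1 (HMG-CoA synthase; chromosome 13, 119690379 to 119708260) the value was -1.27 ± 0.17, from 385 to 155 CPM. Fdft1 (squalene synthase) had -1.08 ± 0.15 and Msmo1 (methylsterol monooxygenase) -1.18 ± 0.18. In lines 240 and 352, 13 of the 21 genes fell individually and 8 did not pass. Lss fell by 1.26 there (SE 0.12, adjusted p = 1.06e-04), and Hmgcs1 fell by 1.17 (SE 0.11, adjusted p = 8.88e-05). Fdps, with 0 counts in the treated library of line 242, fell by 1.41 in lines 240 and 352 (SE 0.25, adjusted p = 0.00434).

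Genes that sense and import sterols, and genes of fatty acid synthesis, fell as groups too. The 12 genes of SREBP regulation and cholesterol uptake had a median of -0.46 (camera adjusted p = 1.46e-08, 0.240 with an estimated correlation), and 5 passed over the list alone. Insig1, which retains SREBP proteins in the endoplasmic reticulum, had -1.14 ± 0.15, and the sterol carrier Stard4 -1.05 ± 0.16. Both fell in lines 240 and 352 (adjusted p = 1.18e-04 and 7.54e-05), where 5 of the 12 genes fell and 7 did not pass. In line 242 the list's median was -0.15, near the middle of random lists. The 15 fatty acid genes had a median of -0.44 (adjusted p = 5.11e-07, 0.198 with an estimated correlation, fry 0.00176), and 4 passed over the list alone. The desaturase Fads2 had -1.44 ± 0.22, Fads1 -0.91 ± 0.18, Scd2 -0.89 ± 0.21 and Acsl3 -0.58 ± 0.15. These 4 fell in lines 240 and 352, where 6 of the 15 genes fell and 9 did not pass. Scd1, named after its values were seen, fell by 1.96 there (SE 0.13, adjusted p = 7.72e-06) but went from 2 to 16 counts in line 242. The 6 LXR targets had a median of -0.33 (adjusted p = 0.0624) and 0.12 in line 242, with the cholesterol exporter Abcg1 at -1.41 ± 0.37. In lines 240 and 352 the LXR list passed, at -0.49 (adjusted p = 0.00540, 0.596 with an estimated correlation).

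The study singled out 9 genes around the Srebf2 pathway from Tcf binding together with these same libraries, so their direction is not independent evidence. Their median was -0.59 (camera adjusted p = 8.46e-09, 0.198 with an estimated correlation), 8 were lower in all 3 lines, and 5 passed when p was adjusted over the list alone. In line 242 the median of -0.32 lay at percentile 36.6 of random lists. Srebf2 (chromosome 15, 82147266 to 82205376), the transcription factor that drives cholesterol synthesis genes, averaged 577 CPM in controls (SD 206) and 303 CPM after treatment (SD 104, n = 3 each). Its log2 fold change was -0.93 ± 0.16 (adjusted p = 0.842), with -0.86, -0.97 and -0.95 in lines 240, 242 and 352. Cyp51 had -1.10 ± 0.22, Pmvk -0.89 ± 0.22, Srebf1 -0.59 ± 0.16 and Sp1 -0.33 ± 0.18, and all 5, Srebf2 included, fell in lines 240 and 352. The values were -0.23 ± 0.15 for Tbl1x, -0.16 ± 0.14 for Ncoa2 and -0.06 ± 0.18 for Tbl1xr1, and none of these passed in either fit.

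**Figure D2:**
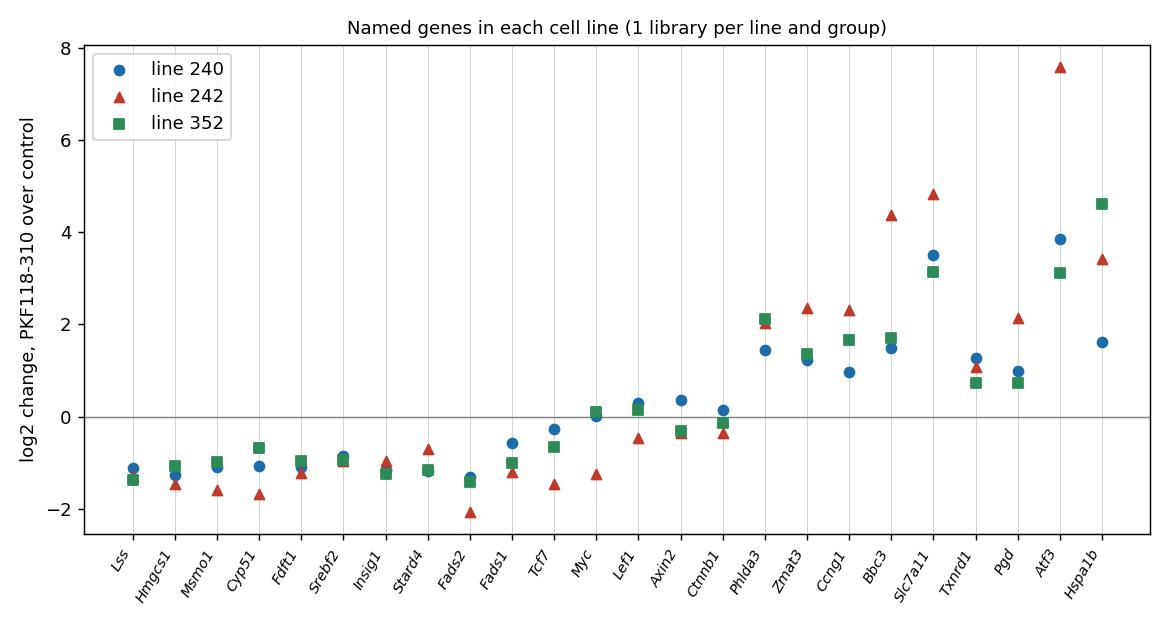
Log2 change after PKF118-310 over the control of the same line (vertical axis) for 24 named genes, with 1 point per cell line and 1 library per line and group. The cholesterol and fatty acid genes on the left lie below 0 in every line, Lef1 and Axin2 lie on both sides of 0, and the p53, NRF2 and stress genes on the right lie above 0.

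Expression of Wnt targets, the readout closest to the inhibitor's own target, did not shift as a group. The median of 12 tested targets was -0.13 (camera adjusted p = 0.133, 0.478 with an estimated correlation), with 0.01, -0.45 and 0.06 in lines 240, 242 and 352, and 0 genes passed over the list alone. Without line 242 the median was 0.10 (adjusted p = 0.827). Lef1 averaged 368 CPM in controls (SD 76.2) and 389 CPM after treatment (SD 168, n = 3 each), with a log2 fold change of 0.00 ± 0.22 (adjusted p = 0.999). Axin2 averaged 36.8 and 32.2 CPM, with -0.10 ± 0.22 (adjusted p = 0.963). Tcf7, itself a Tcf factor, was lower in each line, with -0.79 ± 0.30 (adjusted p = 0.842), and it did not pass in lines 240 and 352 either (-0.46 ± 0.14, adjusted p = 0.0526). Myc had -0.34 ± 0.31, Bambi 0.37 ± 0.26 and Fzd7, at a mean of 4.67 CPM, -1.30 ± 0.99. Of the 13 targets tested in lines 240 and 352, 2 passed and 11 did not, and both were named after their values were seen. Ephb2 fell by 0.70 (SE 0.16, adjusted p = 0.0160). Nkd1 (adjusted p = 0.0187) had 0 counts in both libraries of line 240, so its call rests on line 352 alone, with 1050 counts in the control and 1808 in the treated library, and its log2 change in line 242 was -2.08. Wnt pathway components had a median of -0.03 over 21 genes (adjusted p = 0.514), and Ctnnb1, the β-catenin gene, had -0.12 ± 0.19, from 601 to 549 CPM.

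Targets of p53 rose as a group, with 14 of 18 tested genes higher in all 3 lines and Sesn1 lower in all 3. Camera gave an adjusted p of 6.02e-19 (0.364 with an estimated correlation, fry 0.298), and 7 genes passed over the list alone. Phlda3, an inhibitor of Akt signaling, had 1.92 ± 0.25 (adjusted p = 0.631), with means of 11.3 CPM in controls and 43.7 CPM after treatment. Zmat3 had 1.62 ± 0.26, the cyclin Ccng1 1.64 ± 0.29 and the exonuclease Aen 1.12 ± 0.22. In lines 240 and 352, 11 of 20 genes rose, 1 fell and 8 did not pass. Phlda3 rose there by 1.91 ± 0.25 (adjusted p = 7.67e-04), and Bbc3 and Bax, which promote apoptosis, by 1.69 ± 0.24 and 0.78 ± 0.13 (adjusted p = 0.00131 and 0.00358). Trp53 itself, a gene the study named, had 0.20 ± 0.23 in the 3 lines and rose by 0.46 ± 0.11 in lines 240 and 352 (adjusted p = 0.0164). The 15 apoptosis regulators had a median of 0.13 (adjusted p = 0.203).

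NRF2 targets rose as a group, 14 of 16 being higher in all 3 lines (camera adjusted p = 5.90e-18, 0.198 with an estimated correlation, fry 0.145), and 8 passed over the list alone. Slc7a11, the cystine transporter (chromosome 3, 49892526 to 50443614), had the smallest p of all genes. It averaged 6.67 CPM in controls (SD 3.46) and 111 CPM after treatment (SD 72.7, n = 3 each), a log2 fold change of 3.80 ± 0.36 (adjusted p = 0.614). Thioredoxin reductase Txnrd1 had 1.02 ± 0.21, and Pgd and G6pdx of the pentose phosphate pathway 1.26 ± 0.31 and 0.92 ± 0.24. In lines 240 and 352, 12 of the 16 genes rose, Slc7a11 by 3.37 ± 0.17 (adjusted p = 1.02e-06).

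Heat shock genes had a median of 0.26 (adjusted p = 0.00408, 0.478 with an estimated correlation), with 0.42, -0.05 and 0.44 in lines 240, 242 and 352, and in lines 240 and 352, 8 of 14 rose and 1 fell. Hspa4l fell by 0.60 (SE 0.11, adjusted p = 0.00646) and was named after its value was seen. Hspa1b rose there by 4.36 ± 0.51 (adjusted p = 4.94e-04), Hsph1 by 0.85 ± 0.11 and Dnaja1 by 0.47 ± 0.10. The size of the Hspa1b value rests mostly on line 352, where counts went from 11 to 384, against 5 to 14 in line 240. ATF4 targets had a median of 0.20 (adjusted p = 0.00272, 0.400 with an estimated correlation), led by Atf3 at 6.63 ± 0.78, whose counts went from 0 to 13 in line 240, 3 to 129 in line 242 and 3 to 61 in line 352. Atf4 had 0.58 ± 0.17 and Sesn2 1.94 ± 0.60. The unfolded protein response had 0.21 (adjusted p = 0.0102, 0.388 with an estimated correlation), with the chaperone Hspa5 at 0.81 ± 0.22. AP-1 genes had 0.62 (adjusted p = 0.00485, 0.478 with an estimated correlation), with 2.79 in line 242 against 0.20 and -0.14 in lines 240 and 352. Without line 242 the AP-1 list did not pass, with a median of 0.09 (adjusted p = 0.827). Interferon genes had 0.31 (adjusted p = 0.0968), and 0.43 in lines 240 and 352 (adjusted p = 0.0298, 0.715 with an estimated correlation). Mitochondrially encoded genes had 1.05 (adjusted p = 6.87e-08, 0.442 with an estimated correlation), at 0.23, 1.79 and 0.56 in lines 240, 242 and 352.

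Genes of cell division and T-cell identity fell as groups. The median of 20 mitosis genes was -0.35 (adjusted p = 3.60e-09, 0.442 with an estimated correlation), 12 of them lower in all 3 lines and 0 past the threshold over the list alone. Of the 20, 5 fell in lines 240 and 352 and 15 did not pass. Ccnb2 had -0.76 ± 0.17, Mki67 -0.80 ± 0.24, Nusap1 -0.51 ± 0.15 and Cenpf -0.56 ± 0.18, and each fell in lines 240 and 352. DNA replication genes had -0.30 (adjusted p = 9.43e-04, 0.575 with an estimated correlation), a value that came from line 242, since the median without it was 0.01 (adjusted p = 0.818). T-cell identity genes had -0.30 (adjusted p = 1.07e-04, 0.442 with an estimated correlation), with 8 of 20 lower in all 3 lines and 0 past the threshold over the list alone. Their medians of -0.07, -0.51 and -0.44 in lines 240, 242 and 352 lay at percentiles 5.79, 8.72 and 0 of random lists. Of 21 tested in lines 240 and 352, 3 fell and 18 did not pass. Among them Cd3d had -0.63 ± 0.18, and Dntt, the terminal transferase of immature lymphocytes, -1.25 ± 0.39. The 7 tested Notch pathway genes had -0.09 (adjusted p = 0.157), and ribosomal protein genes -0.22 (adjusted p = 0.00141, 0.629 with an estimated correlation) with -0.07 in lines 240 and 352 (adjusted p = 0.531).

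In 2 lists, line 242 lay at the opposite end of the random lists from the other lines. Glycolysis and hypoxia genes had medians of -0.54 in line 240 and -1.44 in line 352 but 0.95 in line 242, where the treated library had few counts and a high mitochondrial share. Over 3 lines the list had -0.32 (adjusted p = 0.0247, 0.637 with an estimated correlation). In lines 240 and 352, 17 of 19 genes fell, with a median of -1.07 (adjusted p = 6.93e-25, 0.596 with an estimated correlation). In these lines the lactate exporter Slc16a3 fell by 1.85 (SE 0.17, adjusted p = 8.88e-05), Pdk1 fell by 1.14 (SE 0.12) and lactate dehydrogenase Ldha fell by 0.69 (SE 0.15). Pgam1 was lower in all 3 lines, at -0.43 ± 0.15. Ribosome biogenesis genes had medians of 0.77 and 0.46 in lines 240 and 352 and -1.38 in line 242. Their 3-line median was 0.08, while camera placed the list lower than other genes (adjusted p = 0.799). In lines 240 and 352, 17 of 20 rose, among them Rrp12 by 0.94 ± 0.14, Nop2 by 0.91 ± 0.11, Polr1b by 0.84 ± 0.12 and Wdr12 by 0.55 ± 0.12.

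**Figure D3:**
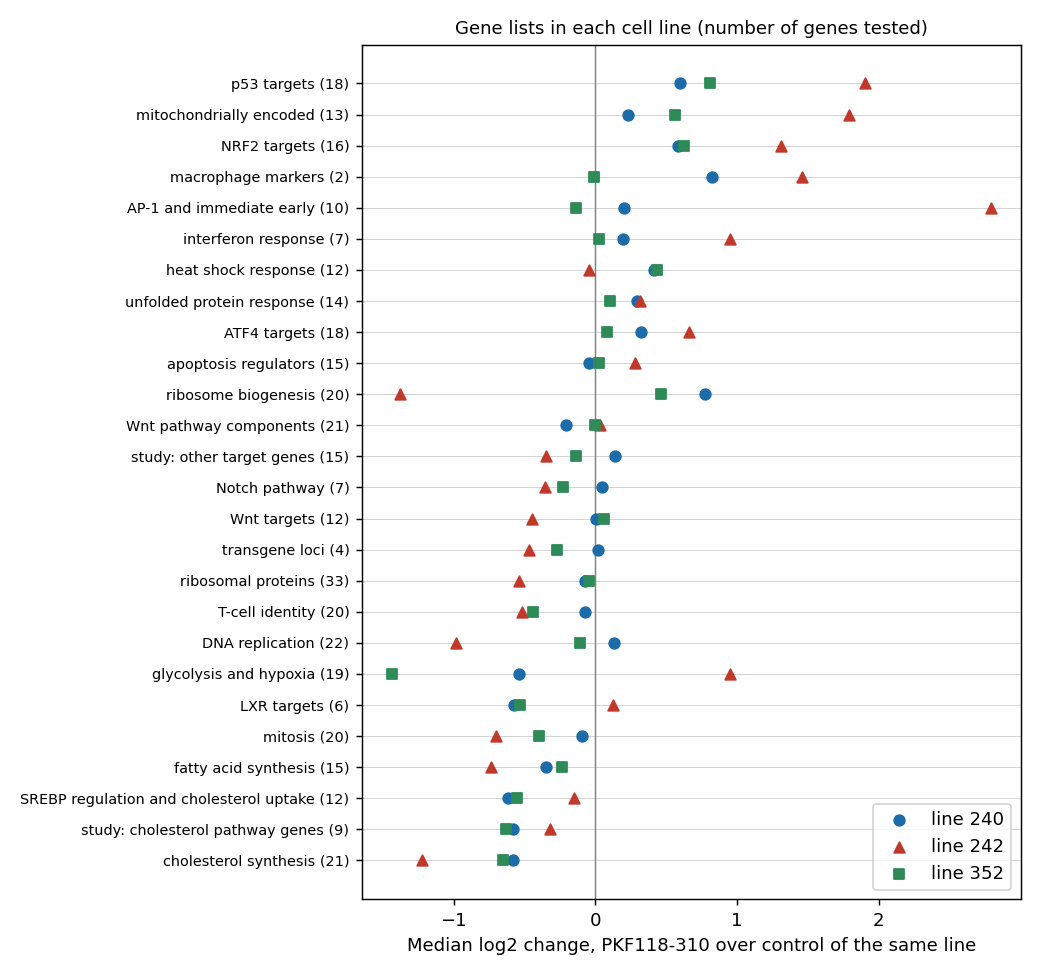
Median log2 change after PKF118-310 (horizontal axis) of each gene list with at least 2 tested genes, with 1 point per cell line. Cholesterol synthesis lies at -0.58, -1.22 and -0.65 in lines 240, 242 and 352, p53 targets lie at 0.60, 1.90 and 0.81, and line 242 lies opposite to the others for glycolysis and for ribosome biogenesis.

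The other genes that the study named as targets did not shift together, with a median of -0.04 over 15 genes (adjusted p = 0.746). The study presented these genes with peaks of Tcf binding. In lines 240 and 352, Cdk12 rose by 0.52 ± 0.11 (adjusted p = 0.0102) and Polr1a by 0.54 ± 0.11 (adjusted p = 0.00810), as did Trp53. Over 3 lines Cdk12 had 0.42 ± 0.15 and Polr1a 0.07 ± 0.38. None of the others passed in either fit. Dlx1 had -0.44 ± 0.24, Smc1a -0.49 ± 0.21, Hdac7 -0.37 ± 0.17, Ezh1 -0.24 ± 0.23, Cenpe -0.20 ± 0.15, Hdac1 -0.16 ± 0.19, Cdk16 -0.04 ± 0.17, Nf1 0.21 ± 0.21, Bcl6 0.36 ± 0.32 and Fbxw7 0.38 ± 0.14. The 4 tested genes of the transgene loci list had a median of -0.18 (adjusted p = 0.137).

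Among genes that passed in lines 240 and 352, moved the same way in line 242 and averaged at least 5 CPM, 220 rose and 308 fell. The 12 with the largest rise were Serpine2, Plk2, Epha2, Atf3, Dusp8, Hspa1b, Pax5, Zfp750, Gbp2, Slc7a11, Eda2r and Snai3. Of these 12, 10 averaged under 5 CPM over the other 5 libraries and reached the minimum through the treated library of line 242, and 5 had at most 1 count in each control of lines 240 and 352, so their order by fold change is uncertain. Odorant and vomeronasal receptor genes rose too, from 10.2 to 90.2 CPM in line 240 and from 18.5 to 32.5 CPM in line 352. Whether the rise of these 5 genes, Pax5 among them, has the same source was not tested. The p53 target Plk2 had 0, 9 and 1 counts in the controls of lines 240, 242 and 352 and 23, 152 and 21 counts after treatment, and Epha2, a receptor tyrosine kinase, had 1, 0 and 1 against 17, 28 and 41. The 12 with the largest fall included Tspan2, Parvb, Fdps, Fads2, Dntt, Ighm, Lss, Rtkn2, Insig1, Rgs10 and Abcg1. Tspan2, a tetraspanin, had -1.62 ± 0.30 over 3 lines, and Rgs10, a regulator of G-protein signaling, fell by 1.21 in lines 240 and 352 (SE 0.20, adjusted p = 0.00345).

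Markers of other cell types were scarce. Of 10 macrophage markers 2 were tested, with a median of 0.70 (adjusted p = 0.170). Of 7 B-cell markers only Ighm was tested in 3 lines, at -1.15 ± 0.25. The fit of lines 240 and 352 tested 2 of them. Ighm fell by 1.27 (SE 0.17, adjusted p = 0.00121), and Pax5, a B-cell transcription factor, rose (adjusted p = 0.0412), from 1 to 7 counts in line 240 and from 0 to 16 in line 352. In line 242 Pax5 went from 0 to 43 counts, and the other 5 markers had at most 2 counts in any library. None of the 9 stromal and epithelial markers had enough counts to be tested, and Col1a1 had 14 counts in the treated library of line 242 against 0 in its control.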

Values the study reported

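The study reported that lymphoma cells were exposed to the inhibitor at 1 µM for 20 h before RNA was taken. It reported Tcf binding at 126 genes whose expression rose with the inhibitor and at 292 whose expression fell.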

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

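The tests on the lanes of line 352 were chosen after the result was seen.

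The treated library of line 242 stood apart from the other 5. Genes of odorant and vomeronasal receptors, which T cells are not known to express and which no comparison used, took 2155 CPM there (95% Wilson interval 2042 to 2275) against 6.56 CPM in its control. That is 23.9 times the highest other library, the treated library of line 240 at 90.2 CPM, and 471 of 1419 receptor genes had a count. The library's size alone is argued against: with all libraries thinned to its total, the SD over genes of the log2 change in the other lines reached at most 59.4% of that in line 242. An even background over exons, set from the receptor genes, would make up 4.96% of the library. After it was subtracted at full depth the SD in line 242 was 1.35, against 1.33 before, and still 2.62 times that of the other lines. This ratio also holds the effect of the library's size, so it cannot tell whether background and size together are the whole cause. A stronger form of the same response is also argued against, since 45.5% of the genes past the threshold in lines 240 and 352 (585 of 1285) changed in the same direction in line 242. Reads from outside processed transcripts may be part of the difference, and a change in RNA quality or in the state of these cells after treatment stays open and was not tested.

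Cholesterol synthesis genes were lower in each line. With all libraries thinned to the smallest total, 17 of the 21 genes were tested and their median was -0.69, against -0.64 for the same genes at full depth, which argues against depth. Among 10000 random lists matched on exon length, and among as many matched on expression, 0% had a lower median (lowest -0.31 in both), which argues against either as the source. A response to the inhibitor stays open as the biological hypothesis. In the 10 splits of the 6 libraries into 3 and 3, which are too few for a share under 0.05, a median as far from 0 as 0.75 appeared in 3, the real one and those that part line 242 only (1.23), while among the 4 that part all 3 lines the real split had the highest, with 0.34 next.

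The 2 lanes of line 352 differed by more than counting noise at every level of expression, with chi-square per degree of freedom of 2.13 up to 100 counts and 1.89 over 1000 counts in the control. Every fragment counted exactly double would leave even counts only, and 52.2% of its counts between 10 and 99 were even. Separate cultures, of which a description in the study speaks, would raise the ratio with expression, and the ratio over 1000 counts was at most 0.99 of that up to 100 counts. Separate cultures and exact doubling of every fragment are thereby argued against. Doubling of many but not all fragments was not tested by the share of even counts and stays open. The ratio was 1.89 to 2.13 over all levels in both libraries of line 352. No other biological explanation was tested, and the source stays open.

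Ribosome biogenesis genes moved in opposite directions, with medians of 0.77 in line 240, -1.38 in line 242 and 0.46 in line 352, and the difference was not tested. Glycolysis and hypoxia genes did too, with -0.54, 0.95 and -1.44 in the same order, and this difference was not tested either.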

How the results depend on the processing

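The fits of lines 240 and 352 with a second choice changed, limma voom, halved counts for line 352 and the leave-one-line-out counts of genes that differ between lines were chosen after seeing the data. The counts of 0 higher and 0 lower held without the block that pairs libraries by line (0 and 0), with DESeq2 size factors, library totals, the strict filter, either lane, and halved counts for line 352. They became 35 and 10 with DESeq2 (601 genes without an adjusted p), 56 and 29 with the likelihood ratio test, 260 and 52 with no filter, 327 and 474 with voom, and 632 and 880 with lanes as separate samples, which counts each library double. A description in the study speaks of separate cultures instead. The lanes of lines 240 and 242 had chi-square per degree of freedom of 0.98 to 1.02 over all genes compared, and of 1.19 over 760 genes with over 1000 counts in the control of line 240. Leaving out 1 line gave 3 to 589 genes higher and 0 to 696 lower. For lines 240 and 352 alone, counts were 630 and 821 with size factors, 520 and 497 with library totals, 283 and 352 with halved counts, 113 and 155 with DESeq2 (4788 without an adjusted p), 182 and 248 at adjusted p below 0.01, 115 and 147 at 2-fold or more, and 0 and 0 without the pairing block. Of the 1285 genes found there, 662 were among the 801 found with voom, 769 among the 1512 with separate lanes and 42 among the 45 with DESeq2. Genes that differ between lines numbered 3009 with no filter, 847 with lane 1, and 209 to 5257 with 1 line left out. The cause was not tested for these changes.

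The cholesterol synthesis list stayed below 0 in all 21 alternatives, from -0.93 to -0.55, and past the threshold in 20, with adjusted p from 8.27e-27 to 0.198. With an estimated correlation its median (-0.75) and that of the study's cholesterol genes (-0.59) did not pass. Both the correlation and the test then rest on 2 residual degrees of freedom, so this cannot be laid to correlation between genes alone. With that setting no list passed. Wnt targets passed with no filter only (-0.15, adjusted p = 0.0225, range 0.0225 to 0.960). Leaving out 1 line put their median between -0.37 and 0.10, and lines 240 and 352 gave 0.041 with DESeq2, 0.088 with size factors, 0.11 with library totals, 0.10 with halved counts and 0.063 without the block. No other list call changed without the block except 1 that was gained.

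DNA replication genes, at -0.30 in 3 lines, turned above 0 in lines 240 and 352, with 0.012, and so with a further choice changed, at 0.015 with DESeq2, 0.00073 with size factors, 0.024 with library totals, 0.018 with halved counts and 0.046 without the block. Values near 0 changed sign. Ribosome biogenesis gave -0.036 with DESeq2, -0.032 with the likelihood ratio test and -0.011 with no filter, AP-1 genes -0.054 with halved counts for lines 240 and 352, and the study's other targets 0.013 with lane 2 and 0.0051 with library totals for lines 240 and 352. Lef1 gave -0.0018 with size factors, -0.084 with no filter and -0.0047 with the strict filter, Polr1a -0.024 with no filter, Cdk16 0.013 with lane 2, Tbl1xr1 0.012 without the block, and Nkd1 -0.35 with DESeq2 and with the likelihood ratio test.

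Leaving out 1 line in turn turned the sign of 15 named genes and 6 lists. The range was -0.61 to 0.052 for Myc, -0.20 to 0.22 for Lef1, -1.85 to 0.094 for Slc16a3, -0.17 to 0.91 for Nop2, -0.18 to 0.55 for Wdr12, -0.32 to 0.84 for Polr1b, -0.34 to 0.54 for Polr1a, -0.24 to 0.098 for Tbl1xr1, -0.20 to 0.020 for Dlx5, -0.031 to 0.46 for Trp53, -0.23 to 0.022 for Cdk16, -0.0079 to 0.35 for Nf1, -2.03 to 0.70 for Nkd1, -0.70 to 0.25 for Ephb2 and -1.96 to 0.30 for Scd1. For lists it was -0.49 to 0.040 for LXR targets, -0.065 to 0.11 for Wnt pathway components, -0.52 to 0.012 for DNA replication, -0.46 to 0.58 for ribosome biogenesis and -1.07 to 0.094 for glycolysis and hypoxia, with Wnt targets as above. The cause was not tested.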

Other observations

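The number of genes with a count was higher after PKF118-310 in each line at equal depth. With every library thinned to 604984 counts, 11539, 11264 and 11847 genes were detected in the controls of lines 240, 242 and 352, and 12757, 21241 and 12430 after treatment. Odorant and vomeronasal receptor genes went the same way, from 10.2 to 90.2 CPM in line 240, from 6.56 to 2155 CPM in line 242 and from 18.5 to 32.5 CPM in line 352. With 3 lines no test of this was run.

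Over all 10331 genes, lines 240 and 352 moved the same way in 69.1%, while line 242 moved the same way as line 240 in 45.9% and as line 352 in 50.6%. In all 3 lines 32.9% moved the same way, where a line 242 unrelated to the others gives 34.5%.

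Since the real split had 0 genes in both directions, the number of the 10 splits of the 6 libraries into 3 and 3 with as many carries no information. The highest other split had 207 in 1 direction. It parts control and treated library in line 242 only. The median of p53 targets was as far from 0 as the real 1.07 in 3 splits (highest other 1.91), that of NRF2 targets as far as 0.86 in 3 (highest other 1.32) and that of Wnt targets as far as 0.13 in 5 (highest other 0.45). The splits with the highest values part 1 line only, line 242, while among the 4 that part all 3 lines the real split had the highest medians for p53 and NRF2 targets. Of the 15 ways to put the 6 libraries into 3 pairs, 1, the real one, gave as many as 550 genes, and the highest other gave 19. Splits and pairings are too few for a share under 0.05.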
